A study of Homo sapiens with 10 samples. Its data were reported in "Therapy-induced secretion of spliceosomal components mediates pro-survival crosstalk between ovarian cancer cells" (2024).

How the data were processed

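The study collected conditioned media, termed secretomes, from donor SKOV3 cells, a human ovarian adenocarcinoma line. Donor cells received cisplatin at 40 µM for 7 h, were washed, and were kept without drug for 41 h (therapy-induced secretome, TIS), or were handled the same way without cisplatin (control secretome, CtrlS). Per the study's methods, media were concentrated to a fraction of high molecular weight enriched in extracellular vesicles, and this fraction was diluted in fresh medium with serum. Recipient SKOV3 cells received the diluted fractions for 3 days. Polyadenylated RNA was sequenced on an Illumina HiSeq instrument as paired reads from strand-specific libraries. The same design was applied to fibroblasts, for which the labels list 4 of the 10 samples. The table used here held 6 columns, named by secretome and by a repeat number from 1 to 3. The column names do not state the cell type. They were assigned to SKOV3 because only the SKOV3 labels run from 1 to 3 in both conditions, and the levels of epithelial and fibroblast marker genes in these columns are given with the results. The fibroblast comparison, the test of a difference between the cell types and the overlap of the responses were therefore not analysed here.

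The values are TPM, transcript abundances corrected for transcript length and scaled to a fixed total per sample, as deposited by the authors. Per their methods, the authors trimmed reads with Trim Galore, quantified transcripts with Salmon against a GRCh38 annotation, summed them to genes with tximport and called genes with DESeq2 on counts. The deposited TPM table listed 19884 genes by versioned Ensembl gene ID. Of these, 19793 matched GENCODE 44 by ID without the version, 91 did not, and 98.9% were annotated as protein-coding there. Each column summed to between 928509 and 937034 TPM, less than a full TPM column, so the table holds a subset of the genes over which the TPM values were scaled. A total of 3180 genes were listed at 0 in all 6 samples. TPM values keep no record of sequencing depth, so the depth of each sample is unknown, no counting interval can be given, and a value of 0 is reported as listed at 0 without an upper limit. Gene symbols and coordinates (GRCh38, 1-based) were taken from GENCODE 44, and transcript length and GC content were the medians over the annotated transcripts of a gene.

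The tests, gene sets, gene lists, naming rule and most alternatives were fixed before the data were examined, and what was added later is named as such. The design provided for a count model if the table held counts and for limma if it held normalized values. Because the table held TPM, limma was used and no count model was fitted. Genes with at least 1 TPM in at least 2 of the 6 samples were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-dependent prior variance), comparing 3 TIS with 3 CtrlS samples without covariates. The p-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. A log2 fold change on this scale understates the change of genes with low TPM. Means are given with SD over 3 samples in TPM.

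The 17 gene sets covered S phase, G2 and M phase, DNA repair, interferon-stimulated genes, interleukin and NF-kB response genes, extracellular matrix, the spliceosome, the minor spliceosome, p53 targets, Golgi and ER traffic, apoptosis, cholesterol synthesis, the unfolded protein and integrated stress response, hypoxia, histones, ribosomal proteins, and growth factors that the study discusses in secretomes. Sets were tested two-sided with camera of limma at its preset inter-gene correlation of 0.01, with adjustment over the 17 sets. An estimated inter-gene correlation and the rotation test fry were the alternatives. The lists of genes that the study named held 8 genes whose proteins it measured or overexpressed in recipient cells, 15 genes that it linked to spliceosomal RNA or to drug efflux, and the 19 growth factor genes. For these the adjustment was made over all genes tested and again over each list alone.

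The genes named in the text follow a rule. It takes the 5 largest rises and the 5 largest falls in log2 fold change among genes with an adjusted p under 0.05, a mean of at least 5 TPM and no overlap between TIS and CtrlS samples. It adds the 8 genes of the examined proteins, of which 1 is not reported here, 8 epithelial and 8 fibroblast marker genes and, for each set with an adjusted p under 0.05, the 3 members with the smallest p. Values of genes outside this rule are given only from the fixed lists, for SLC30A1, which was added for a test of an explanation, or where a gene is stated to be chosen after its values were seen.

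A further 3 lists were written after the first results were seen, for the tests of explanations: targets of ATF4, ER chaperones, and metallothioneins. Adjustment for these was over the lists, and a list of blood cell markers was added to the fibroblast markers.

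The alternatives were a pseudocount of 0.1, no filter on TPM, a mean of at least 5 TPM, quantile normalization, a limit of 1 on the absolute log2 fold change, the replicate number as a block, upper-quartile scaling for the gene sets, and leaving out each sample in turn. Median-of-ratios scaling, rescaling without the 100 most abundant genes, and removal of the trend with GC content or with transcript length from each sample (loess, span 0.3) were chosen after the data were seen, as were quantile normalization for the gene sets, the estimated inter-gene correlation under other scalings, and several settings for the genes the study named. Both test functions were tested on simulated data built from the observed gene means and spreads. Of 200 genes changed by construction, 194 passed the filter. Among these, 97.1% of the genes changed by 2 on the log2 scale were called, 64.1% of those changed by 1 and 8.2% of those changed by 0.5, and 5.04% of all calls were unchanged genes. With no change simulated, 0 of 12252 genes were called. In the set test, the 1 raised list of 17 was called and 0 of the other 16 were; genes in these simulated data were independent of each other.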

Results

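To examine how secretomes of cisplatin-treated cells act on surviving cancer cells, the study sequenced RNA of recipient SKOV3 cells. These had spent 3 days with secretomes of treated (TIS) or untreated (CtrlS) donor cells. The data analysed here were gene-level TPM values of 3 TIS and 3 CtrlS samples. The number of genes with at least 1 TPM ranged from 11899 to 12143 per sample. The 100 most abundant genes held between 29.4% and 32.8% of the listed TPM of a sample. Mitochondrial transcripts held 1.93%, 1.4% and 1.35% in CtrlS replicates 1 to 3 and 0.963%, 2.32% and 3.05% in TIS replicates 1 to 3. Ribosomal protein genes held between 15.5% and 18.4%. The sequencing depth behind these values is unknown.

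Marker genes served to check the cell type, which was not part of the column names. The epithelial keratin gene KRT7 stood at 2262 ± 41.9 TPM (SD, n = 3) in CtrlS and 1747 ± 98.2 TPM in TIS samples. ERBB2, which is amplified in SKOV3 cells, stood at 711 ± 202 TPM in CtrlS and 640 ± 115 TPM in TIS samples. KRT8, KRT18, KRT19, EPCAM, PAX8 and CDH1 had CtrlS means of 383, 387, 418, 88.7, 119 and 12.2 TPM. In contrast, the fibroblast markers COL1A1, COL1A2, COL3A1, PDGFRB, DCN, LUM, THY1 and FAP were low throughout. The highest value among these and 9 blood cell markers was 1.24 TPM in any sample. Among the epithelial markers, limma called KRT8 (log2 fold change 0.77, SE 0.083, adjusted p 0.000312) and KRT19 (0.66, SE 0.092, adjusted p 0.00122) higher in TIS samples. KRT7 (-0.37, SE 0.080, adjusted p 0.0101) and CDH1 (-0.57, SE 0.18, adjusted p 0.0464) were lower. The KRT7 call was lost without CtrlS replicate 2 (adjusted p 0.0553) and under 3 other settings that kept all samples, over a range of 0.00381 to 0.134. The CDH1 call was lost in 5 of the 6 fits that each left out a sample, with an adjusted p of up to 0.157 without CtrlS replicate 3 and a lowest value of 0.0149 over its alternatives, and also with no filter (0.0759). KRT7 overlaps KRT86 on the same strand. EPCAM, KRT18, PAX8 and ERBB2 did not pass the threshold.

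The first principal component of log2(TPM + 1) carried 58.4% of the variance and separated the TIS from the CtrlS samples. The second carried 20.4% and ran from replicate 1 to replicate 3 within the TIS group (26.6, 0.836 and -33.1). It also set CtrlS replicate 3 (-12.2) apart from CtrlS replicates 1 and 2 (8.26 and 9.61), on the same side as TIS replicate 3. Correlations of log2(TPM + 1) across 12425 genes were between 0.970 and 0.989 within groups and between 0.940 and 0.960 across groups. These correlations are across genes, which are not independent replicates.

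Of the 12425 genes tested, 3077 differed between TIS and CtrlS samples at an adjusted p under 0.05 in limma. Of these, 1558 were higher and 1519 lower in TIS samples. A total of 4781 genes had an unadjusted p under 0.05. An absolute log2 fold change of at least 1 was reached by 863 of the called genes, 553 higher and 310 lower. The median log2 fold change of tested genes with a mean of at least 5 TPM was -0.063. In 43.0% of the tested genes the TIS and CtrlS values did not overlap, where chance gives 10% for 3 against 3 samples. Apart from the limit on the fold change, the alternative that moved the count most by ratio left out CtrlS replicate 3, with 1885 genes called. The count was 1970, 1890 and 1915 without CtrlS replicate 1, CtrlS replicate 2 and TIS replicate 2, and 3798 with quantile normalization.

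**Figure D1:**
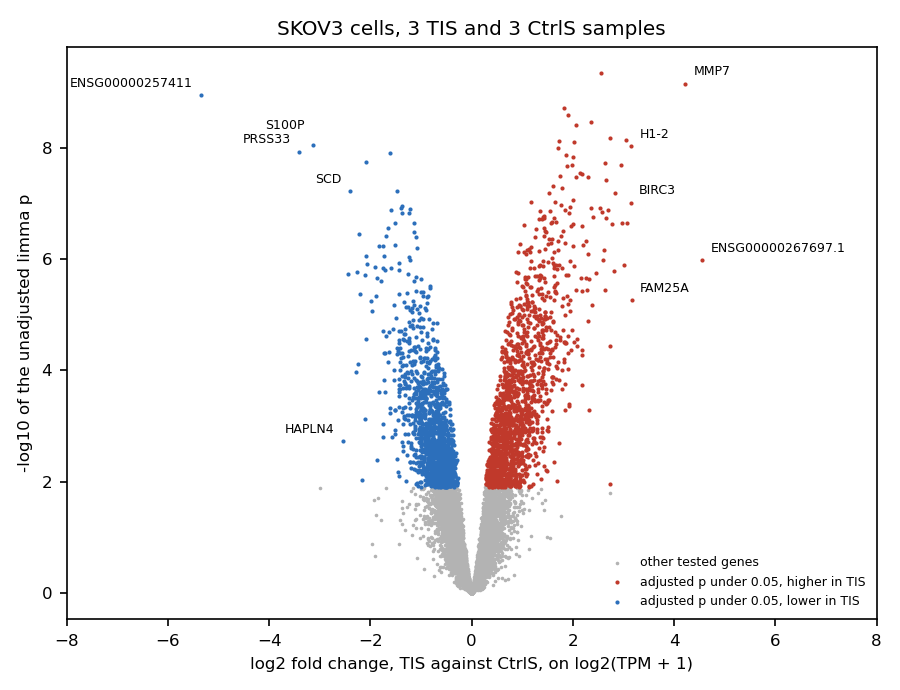
Each point is a gene tested in SKOV3 cells, with the log2 fold change of TIS against CtrlS samples on the log2(TPM + 1) scale on the horizontal axis and -log10 of the unadjusted limma p on the vertical axis. Red points are the 1558 genes higher and blue points the 1519 genes lower in TIS samples at an adjusted p under 0.05, and names mark the 5 largest rises and the 5 largest falls under the naming rule.

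Among the 5 largest rises, the matrix metalloproteinase gene MMP7 (chromosome 11, 102520508 to 102530750) went from 2.38 ± 0.425 TPM in CtrlS to 61.7 ± 5.56 TPM in TIS samples, a log2 fold change of 4.22 (SE 0.16, adjusted p 4.39e-06). The linker histone gene H1-2 (chromosome 6, 26055740 to 26056470) went from 5.25 ± 1.02 to 54.1 ± 2.41 TPM (3.15, SE 0.16, adjusted p 8.83e-06). The apoptosis inhibitor gene BIRC3 (chromosome 11, 102317484 to 102339403) went from 2.71 ± 0.530 to 32.2 ± 7.78 TPM (3.14, SE 0.21, adjusted p 3.10e-05). FAM25A (chromosome 10, 87020294 to 87024730) was listed at 0, 1.08 and 0 TPM in CtrlS and at 12.7, 7.08 and 12.5 TPM in TIS samples (adjusted p 0.000297). It belongs to a family of near-identical genes, so its values are uncertain. The gene listed as ENSG00000267697.1 matched no entry of GENCODE 44. It was listed at 0 in all CtrlS samples and at 10.9, 23.4 and 43.5 TPM in TIS replicates 1 to 3 (adjusted p 0.000107).

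Among the 5 largest falls, the serine protease gene PRSS33 (chromosome 16, 2783953 to 2787948) went from 39.4 ± 3.56 TPM in CtrlS to 2.86 ± 0.703 TPM in TIS samples, a log2 fold change of -3.40 (SE 0.18, adjusted p 9.60e-06). The calcium-binding protein gene S100P (chromosome 4, 6693878 to 6697170) went from 73.0 ± 6.45 to 7.53 ± 1.47 TPM (-3.13, SE 0.16, adjusted p 8.83e-06). The stearoyl-CoA desaturase gene SCD (chromosome 10, 100347233 to 100364826) went from 151 ± 20.2 to 27.96 ± 4.89 TPM (-2.40, SE 0.15, adjusted p 2.28e-05). HAPLN4 (chromosome 19, 19254756 to 19262804) stood at 10.9, 7.81 and 9.80 TPM in CtrlS samples and was listed at 0, 4.74 and 0 TPM in TIS samples (-2.54, SE 0.59, adjusted p 0.0140). The readthrough gene ENSG00000257411 (chromosome 12, 56101331 to 56109289) stood at 52.1, 38.8 and 30.8 TPM in CtrlS samples and was listed at 0 in all TIS samples (adjusted p 4.68e-06). It overlaps ERBB3 and PA2G4 on the same strand, so the assignment of its reads is uncertain.

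The study measured repair proteins, LIG1 and TDP1 among them, and the cell cycle factor FOXM1 in recipient cells, and examined SYNCRIP, SNU13, SRSF4 and TIA1 as spliceosomal proteins transferred by secretomes. The question here was whether the transcripts of these genes differed. FOXM1 (chromosome 12, 2857680 to 2877174) stood at 24.1 ± 1.49 TPM in CtrlS and 48.9 ± 0.462 TPM in TIS samples (log2 fold change 0.99, SE 0.12, adjusted p 0.000468). LIG1 (chromosome 19, 48115445 to 48170603) stood at 25.6 ± 2.52 TPM in CtrlS and 49.8 ± 15.97 TPM in TIS samples (0.89, SE 0.22, adjusted p 0.0181). All 3 TIS samples lay above all CtrlS samples for both genes. The LIG1 call was lost when CtrlS replicate 2, CtrlS replicate 3 or TIS replicate 2 was left out, with adjusted p of 0.0626, 0.0552 and 0.0648, and it ranged from 0.00133 to 0.0648 over its alternatives. TDP1 rose from 9.48 ± 1.73 to 13.8 ± 3.36 TPM without passing the threshold (0.48, SE 0.21, adjusted p 0.128), though it passed without TIS replicate 1 (0.65, adjusted p 0.0473). It also passed under 3 scaling or trend settings that kept all samples, which were quantile normalization (0.0226), median-of-ratios scaling (0.0340) and removal of the GC trend (0.0305). Over its alternatives the adjusted p of TDP1 ranged from 0.0226 to 0.319. SYNCRIP was lower in all 3 TIS samples (151 ± 23.5 against 110 ± 17.1 TPM, log2 fold change -0.45, SE 0.15) with an adjusted p of 0.0503 over all genes and 0.0332 over the list. Its call depended on the setting, since it passed over all genes under 7 filter, scaling or trend settings that kept all samples, with adjusted p from 0.0185 (GC trend removed) to 0.0419 (mean of at least 5 TPM). Without TIS replicate 3 its adjusted p over all genes was 0.0173, and it ranged from 0.0134 to 0.167 over its alternatives. SYNCRIP and TIA1 overlap other genes on the same strand. SNU13, SRSF4 and TIA1 had adjusted p of 0.807, 0.951 and 0.318. Of the 8 genes on the list, 2 passed the threshold over all genes tested and 3 when adjusted over the list alone.

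**Figure D2:**
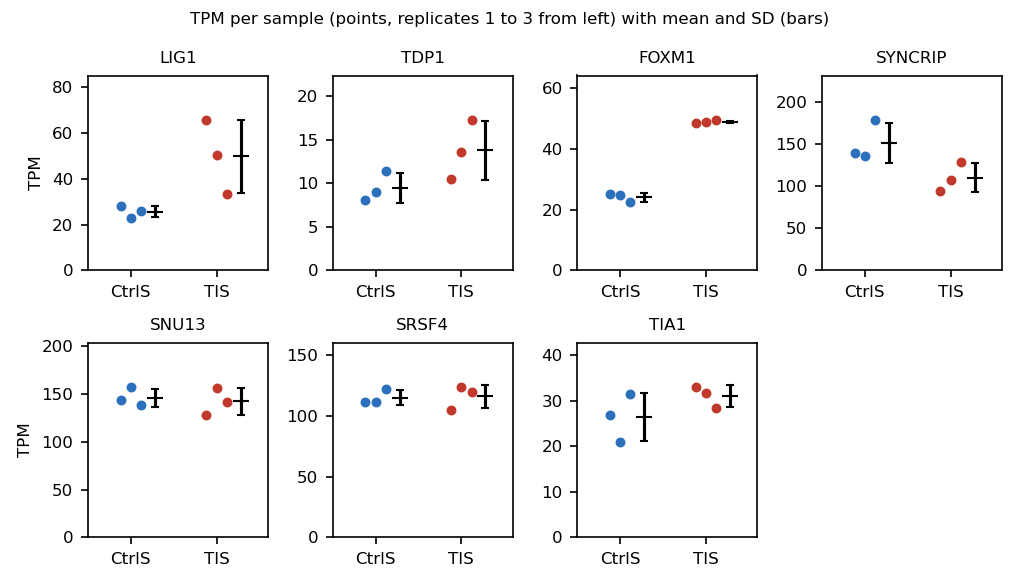
TPM of 7 genes of proteins that the study examined, in each SKOV3 sample, with CtrlS samples in blue, TIS samples in red, and the mean with SD over 3 samples as black bars. The TIS and CtrlS points do not overlap for LIG1, FOXM1 and SYNCRIP, whereas the means of SNU13 and SRSF4 differ by less than the SD.

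Of the 15 genes that the study linked to spliceosomal RNA or to drug efflux, 14 were tested. Of these, 8 passed the threshold over all genes and 9 when adjusted over the list alone. AURKB (log2 fold change 1.63), CCNB1 (1.20), RBBP8 (0.74), CHEK1 (0.57) and ANAPC5 (0.40) were higher in TIS samples. RAD50 (-0.69), ABCC1 (-0.52) and CDK4 (-0.33) were lower. ABCB1 was low and fell from 1.39 ± 0.254 to 0.444 ± 0.325 TPM (-0.75, SE 0.24), with an adjusted p of 0.0510 over all genes and 0.0198 over the list. It passed over all genes without TIS replicate 1 (adjusted p 0.0288, with a range of 0.0288 to 0.153 over its alternatives), with no filter (0.0340) and without the 100 most abundant genes (0.0439). ABCG2 was below the filter. Of the 6 fits that each left out a sample, the call was lost in 2 for CHEK1, 3 for ANAPC5, 4 for ABCC1 and 5 for CDK4. The adjusted p reached 0.0566 for CHEK1 and 0.0792 for ANAPC5 without CtrlS replicate 2, and 0.118 for ABCC1 and 0.150 for CDK4 without CtrlS replicate 3. With all samples kept, the ABCC1 call was lost with no filter (0.0513), and the CDK4 call was lost under 5 filter, scaling or trend settings, with an adjusted p from 0.0579 (GC trend removed) to 0.160 (median of ratios). Over its alternatives the adjusted p of CDK4 ranged from 0.0229 to 0.160 and that of ABCC1 from 0.0111 to 0.118. CHEK1 and RAD50 overlap other genes on the same strand. Of the 19 growth factor genes, 18 were tested and 4 passed both over all genes and when adjusted over the list alone. CXCL1 (1.72) and CSF1 (0.62) were higher, and GDF15 (-0.84) and EFNB2 (-0.64) were lower. The EFNB2 call was lost in 5 of the 6 fits, with an adjusted p of up to 0.148 without CtrlS replicate 3, and with no filter (0.0822), over a range from 0.0122.

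Gene sets covered DNA repair and the cell cycle, for which the study described changes in recipient cells, along with splicing and other processes. With camera at the preset correlation, 8 of 17 sets had an adjusted p under 0.05. The 7 sets higher in TIS samples were G2 and M phase (adjusted p 1.53e-35), interferon-stimulated genes (9.09e-19), interleukin and NF-kB response genes (2.61e-16), S phase (1.88e-06), histones (2.56e-06), DNA repair (0.000994) and the spliceosome (0.00453). The unfolded protein and integrated stress response set was lower (1.45e-09). Under fry, 7 of these 8 kept their direction and threshold, with adjusted p between 0.000517 and 0.0217, and DNA repair did not (0.0530). With an inter-gene correlation estimated from the samples, 0 of 17 sets passed on the deposited scale. The smallest adjusted p was then 0.0832 for G2 and M phase, for interleukin and NF-kB genes and for histones. This count depended on the scaling, and was 6 with upper-quartile or median-of-ratios scaling, 5 after quantile normalization and 0 without the 100 most abundant genes. The preset correlation of 0.01 was below the estimate for 7 of the 8 sets, which ranged up to 0.276 for the interferon set.

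**Figure D3:**
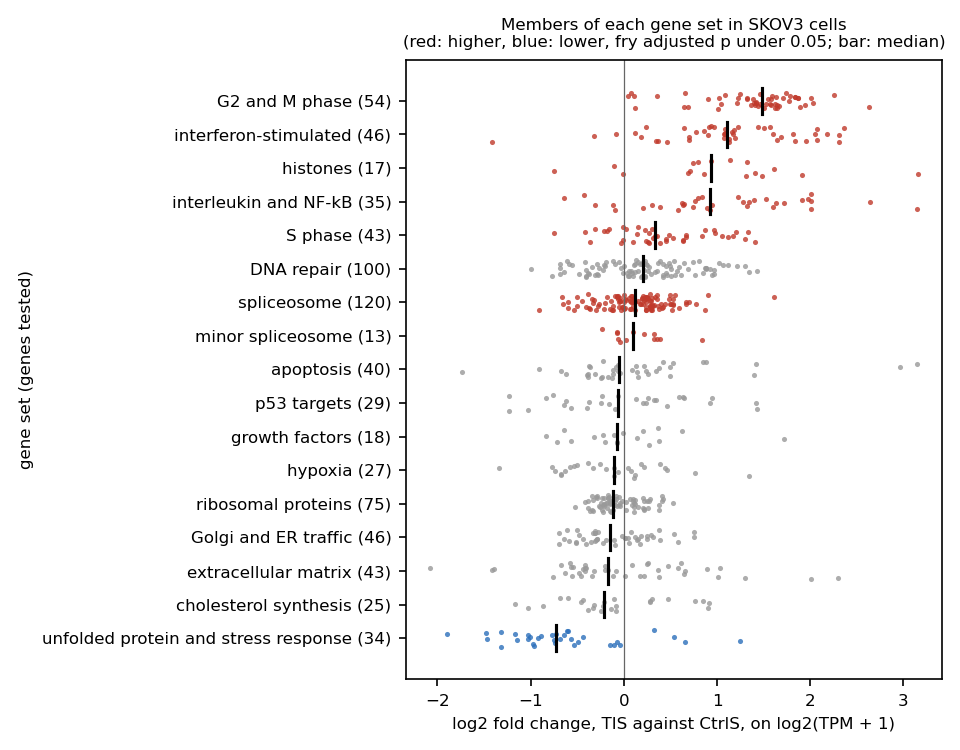
Each point is the log2 fold change of 1 tested gene, on the log2(TPM + 1) scale, in the set named on the vertical axis with its number of tested genes, and the black bar is the median. Red marks sets higher and blue the set lower in TIS samples at a fry adjusted p under 0.05, with medians from 0.099 to 1.49 for the red sets and -0.73 for the blue set.

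The sets differed in the size and uniformity of their change. In the G2 and M phase set, 50 of 54 genes were called higher and 0 lower, with a median log2 fold change of 1.49. Its members with the smallest p were CDC20 (2.03), UBE2C (1.87) and HMGB2 (1.71). The S phase median was 0.33, with 18 of 43 genes higher and 2 lower, led by TYMS (1.33), RRM1 (1.17) and RRM2 (1.41). In the DNA repair set, 25 of 100 genes were higher and 8 lower, with a median of 0.21. UBE2T (1.34), DDB2 (1.43) and FANCI (1.12) had the smallest p. The interferon set had 37 of 46 genes higher and 1 lower (median 1.11), led by PSMB9 (2.36), IFITM3 (1.17) and IFIT1 (2.31). The interleukin and NF-kB set had 26 of 35 genes higher and 1 lower (median 0.92), led by CXCL1 (1.72), JUNB (1.53) and CCL20 (2.01). In the spliceosome set, 24 of 120 genes were higher and 8 lower, with a median of 0.12. HNRNPL (0.87), SRSF7 (0.67) and SNRPA (1.61) led it.

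Of the 17 histone genes tested, 12 were higher and 0 lower, with a median of 0.94. Besides H1-2, the smallest p belonged to H2AC13 and H2BC17, which were listed at 0 in all CtrlS samples and stood between 1.46 and 4.10 TPM in TIS samples. Histone genes are near-identical copies whose transcripts mostly lack poly(A) tails, so their single values are uncertain in these libraries. In the unfolded protein and stress response set, 25 of 34 genes were lower and 1 higher (median -0.73). HSPA5 fell from 827 ± 48.2 to 298 ± 23.97 TPM (-1.47, SE 0.094, adjusted p 2.28e-05) and SLC3A2 from 2049 ± 89.9 to 926 ± 58.8 TPM (-1.15, SE 0.085, adjusted p 4.03e-05). CALR was the 1 gene of the set called higher, from 300.0 ± 15.2 to 714 ± 70.5 TPM (1.24, SE 0.098, adjusted p 5.66e-05).

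The other 9 sets did not pass with camera. Their medians were -0.17 for extracellular matrix (adjusted p 0.839), 0.099 for the minor spliceosome (0.219), -0.060 for p53 targets (0.995), -0.14 for Golgi and ER traffic (0.431), -0.049 for apoptosis (0.459), -0.21 for cholesterol synthesis (0.558), -0.11 for hypoxia (0.529), -0.12 for ribosomal proteins (0.313) and -0.078 for growth factors (0.995). The minor spliceosome set, with 1 of 13 genes called, passed under fry only (adjusted p 0.0343). SKOV3 cells are known to lack p53, so the p53 target set does not read out p53 activity in this line.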

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

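The scalings by median of ratios, without the 100 most abundant genes, and with GC or length trends removed were chosen after seeing the data, as were upper-quartile scaling for the gene counts and any setting applied to the gene sets and named genes beyond the plan. The number of genes with an adjusted p under 0.05 was 3077 and stayed between 2631 (no filter) and 3921 under the settings that kept all 6 samples and the same threshold. With an absolute log2 fold change of at least 1 it was 863, by construction of a stricter threshold. It ranged from 1885 to 3636 genes across the 6 fits that each left out a sample. It fell to 1970, 1890 and 1885 without CtrlS replicates 1, 2 and 3 and to 1915 without TIS replicate 2. These fits had fewer samples. The genes called both there and with all samples, in the same direction, numbered 1934, 1853, 1841 and 1861. The share of called genes that were higher in TIS samples was 50.6%. It was between 42.4% (without the 100 most abundant genes) and 53.6% (median of ratios) under other scalings, while the median log2 fold change lay between -0.10 and -0.00069, so the split between higher and lower genes near 0 depends on the scale. Without CtrlS replicate 3 the share was 62.9%.

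The samples were not treated as pairs by replicate number, since not every pair correlated above 0.1. The deviations of same-numbered TIS and CtrlS samples from their group means correlated at 0.16, -0.064 and 0.31 for numbers 1, 2 and 3 across 9698 genes. With the replicate number as a block, 3921 genes, 8 gene sets and 18 of the genes the study named passed the threshold, against 3077, 8 and 14 without it. Among the single genes followed across settings, TDP1 (adjusted p 0.0346), SYNCRIP (0.0134), ABCB1 (0.0468) and SLC30A1 (0.0244) passed with the block and CDK4 did not (0.0609).

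The number of gene sets past the threshold was 8 and stayed between 7 and 9 under every setting run at the preset correlation and with fry. The estimated inter-gene correlation gave 0 on the deposited scale and without the 100 most abundant genes, 4 with the GC trend removed, 5 with the length trend removed or after quantile normalization, and 6 with upper-quartile or median-of-ratios scaling. G2 and M phase, interferon, interleukin and NF-kB, and histone sets passed in each of the fits that gave 4 to 6, whereas S phase and the spliceosome passed in none of them. The cause was not tested. A higher correlation is not enough to account for it, since the histone set, at an estimate of -0.0096, also lost its call on the deposited scale. The method itself gave larger p-values where genes were independent by construction. In the simulated data the raised list had a camera adjusted p of 9.86e-39 at the preset correlation and 0.00144 with an estimated one. A lost call under this method is thus weak evidence against a set. With fry, 7 of the 8 passed. The spliceosome set did not pass after quantile normalization (adjusted p 0.0654, against a range over its alternatives up to 0.491). None of the 8 sets changed direction under the settings run. For the single values of gene sets and named genes not given here, a call was mostly kept: of 1004 values of 63 genes, 925 kept direction and side of the threshold, 40 lost a call, 25 gained one and 14 changed sign.

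Of the genes the study named in 3 lists, 14 of 40 passed. The count ranged from 8 to 15 genes across the 6 fits that each left out a sample and was 8, 9 and 8 without CtrlS replicate 2, CtrlS replicate 3 and TIS replicate 2. Otherwise it stayed between 12 and 18. Among genes near a log2 fold change of 0 the sign was not fixed, and none passed the threshold on either side. SNU13 was at 0.023 (median of ratios) and 0.0024 (GC trend removed), SRSF4 at -0.038 (quantile normalization) and -0.029 (without the 100 most abundant genes), and PAX8 at 0.021 (length trend removed). The cause was not tested. Across the fits that each left out a sample, SNU13 ranged from -0.11 to 0.030, SRSF4 from -0.035 to 0.079, PAX8 from -0.16 to 0.022 and ERBB2 from -0.27 to 0.089.

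The alternatives that need counts, all fits with the fibroblast samples, and the comparisons across cell types were not run. TPM values hold no depth, so whether genes listed at 0 were missed or absent cannot be settled.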

Other observations

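The tests of the G2 and M phase, interferon and stress response patterns were chosen after values they rest on were seen, in the interferon test the low level of the fibroblast markers, and that of the metallothionein pattern after the pattern was seen but before the value that decides it. In 1 of the 10 splits of the 6 samples into 3 and 3, the real one, as many genes passed as between TIS and CtrlS samples. The other 9 splits gave at most 1 gene, with 112 to 579 genes at an unadjusted p under 0.05. In 1 of the 10 splits, again the real one, as many of the genes the study named passed. A share under 0.05 cannot be reached with 10 splits. Removing the trend with GC content left 3684 genes past the threshold, removing the trend with transcript length left 3547, and rescaling without the 100 most abundant genes left 3489. The counts did not fall, which argues against each of these as the whole cause of the difference. The fold changes themselves followed these properties weakly (Spearman rho 0.066 with GC content and -0.098 with transcript length across genes).

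The gene set calls of camera behaved differently. In 2 of the 10 splits, the real one included, at least 8 sets passed, and the other 9 splits each gave between 6 and 9 sets, with an adjusted p as small as 2.04e-25. Each of these 9 splits mixes TIS and CtrlS samples unevenly and so keeps part of the difference between them, which means that their calls do not show how many sets a grouping without any effect would give. Under fry the real split gave 8 sets and the others at most 1. With an estimated correlation on the deposited scale, the real split gave 0 sets and the others at most 1. That method called almost no set in any split, so it cannot tell the real split from the others. The median log2 fold change was larger in absolute size in the real split than in the other 9 for 7 sets: S phase, G2 and M phase, interferon, interleukin and NF-kB, the spliceosome, histones, and the stress response. For G2 and M phase it was 1.49 against at most 0.63, and for the spliceosome 0.12 against at most 0.094. For DNA repair, 2 of the 10 splits gave a median as large, with 0.208 in the real split and 0.213 in absolute size in another. The median shift of DNA repair genes was thus no larger than in 1 split that mixes the groups, although 25 single genes of the set were called higher and 8 lower. That split is not a grouping without any effect, so the comparison does not show that the DNA repair set is unchanged. With an estimated correlation this set did not pass on the deposited scale (adjusted p 0.408), without the 100 most abundant genes (0.181) or with the GC trend removed (0.0601). It passed after quantile normalization (0.0490), upper-quartile scaling (0.0300), median-of-ratios scaling (0.0443) and removal of the length trend (0.0299).

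The within-group deviations of the samples followed GC content. Spearman's rho across genes was 0.12, 0.15 and -0.21 in CtrlS replicates 1 to 3 and 0.28, 0.092 and -0.32 in TIS replicates 1 to 3. Replicate 3 of both groups had lower values at GC-rich genes than the other samples of their group. No sequencing batch is given in the labels, and no biological explanation was tested for this pattern.

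G2 and M phase genes rose more than S phase genes. The medians differed by -1.15 (S phase minus G2 and M phase, 43 and 54 genes, permutation of list labels, two-sided p 1e-05, the smallest that 100000 permutations can give). Genes of a list are not independent, so this p describes the lists and not replicate cultures. Both lists rose, and a larger share of cycling cells in every phase would raise both by amounts it does not fix, so it cannot be told apart from a change in G2 or M phase. GC content bias was argued against, since the set kept an adjusted p of 9.93e-32 with camera after the trend was removed. A larger share of cycling cells, a longer stay in G2 or M phase, or higher activity of the factors that transcribe these genes, such as FOXM1, may explain the pattern, and these data do not separate them.

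Interferon-stimulated and NF-kB response genes rose without signs of fibroblasts or blood cells. The highest value among 17 fibroblast and blood cell markers was 1.15 TPM in TIS samples, which argues against cells of these types. Donor and recipient cells were of the same line, so these markers could not show material from donor cells. A response to several cytokines, or to nucleic acids carried by the secretome, remains open and untested.

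The fall of stress response genes was not limited to targets of the transcription factor ATF4. The ATF4 list fell by a median of 0.92, with 15 of 17 tested genes lower and 0 higher (fry adjusted p 0.000772). The list of ER chaperones also fell, with a median of -0.61, 10 of 17 genes lower and a fry adjusted p of 0.00176, which argues against lower ATF4 activity alone. Of these lists, 15 of 18 ATF4 targets and 15 of 17 chaperones also belong to the stress response set. With an estimated correlation neither list passed on the deposited scale (adjusted p 0.0944 and 0.171), and both passed with upper-quartile scaling (0.0375 for each), median-of-ratios scaling (0.0347) and the GC (0.0381) or length trend (0.0382) removed. Over the settings run these values reached 0.192 for ATF4 targets and 0.288 for chaperones. Within the chaperone list, the lectin chaperone genes CALR (1.24) and CANX (-1.32) moved in opposite directions, a pair chosen after their values were seen. The set kept a camera adjusted p of 4.39e-09 after the GC trend was removed, so GC content bias is also argued against. Since the difference is between secretomes, a lower stress in TIS recipients and a higher stress in CtrlS recipients cannot be distinguished without untreated cells. Per the study's methods, the concentrated fractions were diluted in fresh medium with serum, so recipients of both secretomes were not kept in spent medium.

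The metallothionein genes MT2A (112 ± 4.80 TPM in CtrlS and 763 ± 157 TPM in TIS samples, log2 fold change 2.74) and MT1X (1.17) were higher in all 3 TIS samples; they were chosen after their values were seen. They were the 2 genes of a list of 8 that passed the filter (fry adjusted p 0.000772 for the list). Metal ions, such as platinum or zinc, carried over with the secretome were a candidate explanation. For platinum, the study reported from mass spectrometry that cisplatin was absent from the collected TIS. Carry-over of metal ions predicts a rise of the zinc exporter gene SLC30A1, a target of the same metal-sensing factor MTF1. SLC30A1 was instead lower in all 3 TIS samples, with a log2 fold change of -0.45 (SE 0.17, adjusted p 0.0782, between 0.0170 without TIS replicate 3 and 0.237 without CtrlS replicate 3 over the alternatives). It passed as lower under 5 scaling or trend settings that kept all samples, which argues against metal ions acting through MTF1. Cytokine signalling and glucocorticoids, which also raise metallothioneins, were not tested.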
